# Effects of High-Dose Cyclophosphamide on Ultrastructural Changes and Gene Expression Profiles in the Cardiomyocytes of *C57BL/6J* Mice

**DOI:** 10.3390/diseases12050085

**Published:** 2024-04-27

**Authors:** Takuro Nishikawa, Emiko Miyahara, Ieharu Yamazaki, Kazuro Ikawa, Shunsuke Nakagawa, Yuichi Kodama, Yoshifumi Kawano, Yasuhiro Okamoto

**Keywords:** cardiotoxicity, cyclophosphamide, functionally important gene, gene expression profiling, ultrastructural aberration

## Abstract

The pathogenesis of cyclophosphamide (CY)-induced cardiotoxicity remains unknown, and methods for its prevention have not been established. To elucidate the acute structural changes that take place in myocardial cells and the pathways leading to myocardial damage under high-dose CY treatments, we performed detailed pathological analyses of myocardial tissue obtained from *C57BL/6J* mice subjected to a high-dose CY treatment. Additionally, we analysed the genome-wide cardiomyocyte expression profiles of mice subjected to the high-dose CY treatment. Treatment with CY (400 mg/kg/day intraperitoneally for two days) caused marked ultrastructural aberrations, as observed using electron microscopy, although these aberrations could not be observed using optical microscopy. The expansion of the transverse tubule and sarcoplasmic reticulum, turbulence in myocardial fibre travel, and a low contractile protein density were observed in cardiomyocytes. The high-dose CY treatment altered the cardiomyocyte expression of 1210 genes (with 675 genes upregulated and 535 genes downregulated) associated with cell–cell junctions, inflammatory responses, cardiomyopathy, and cardiac muscle function, as determined using microarray analysis (|Z-score| > 2.0). The expression of functionally important genes related to myocardial contraction and the regulation of calcium ion levels was validated using real-time polymerase chain reaction analysis. The results of the gene expression profiling, functional annotation clustering, and Kyoto Encyclopedia of Genes and Genomes pathway functional-classification analysis suggest that CY-induced cardiotoxicity is associated with the disruption of the Ca^2+^ signalling pathway.

## 1. Introduction

Cyclophosphamide (CY) is an old alkylating agent; it is one of the most frequently used antitumour drugs [1,2]. CY is used not only as an antitumour agent but also as an immunosuppressive agent for the treatment of nephrotic syndrome [3]. Although a variety of conditioning agents are available for hematopoietic stem cell transplantation (HSCT) to treat haematological malignancies, bone marrow failure, or immunodeficiency, most standard treatment regimens and most commonly employed conditioning modalities include a high dose of CY [2]. In recent years, post-transplant high-dose CY therapy has become popular worldwide as a potent graft-versus-host disease prophylaxis, especially in human leukocyte antigen haploidentical HSCT settings [4,5]. Thus, the use of high-dose CY therapy is increasing.

Cyclophosphamide has side effects such as emetogenicity, haematotoxicity, cardiac toxic effects, pulmonary toxicity, liver damage, renal damage, haemorrhagic cystitis, carcinogenicity, and gonadal toxic effects [2]. Cardiotoxicity is a dose-limiting toxicity of CY. It is well documented that acute cardiac failure occurs within a week in a small number of patients receiving high doses of CY, with unpredictable and fatal consequences [5,6,7]. In addition, cyclophosphamide has recently been reported to influence thrombosis [8].

However, the detailed mechanism of the cardiotoxicity of CY is unclear, and preventive measures have not yet been established. Due to the improving outcomes of HSCT, these potentially fatal complications have attracted research interest.

Cyclophosphamide, a prodrug, is converted to the cytotoxic metabolites 4-hydroxycyclophosphamide (HCY) and aldocyclophosphamide (AldoCY) via the cytochrome P-450 (CYP) enzyme system (CYP2B6, 2C9, 2C19, and 3A4) in the liver. Both metabolites then circulate in the body and passively enter other cells. AldoCY undergoes an intracellular β-elimination reaction to form phosphoramide mustard (PM), which exhibits alkylating activity. Acrolein is formed as a by-product of this process. On the other hand, if intracellular aldehyde dehydrogenase 1 activity is high, AldoCY is detoxified to o-carboxyethyl-phosphoramide mustard (CEPM), an inactive metabolite [9,10] (Figure 1).

In our previous study, we evaluated the myocardial cell injury associated with CY by exposing H9c2 cells, a rat cardiac myocardial cell line, to CY metabolites [11,12]. We hypothesised that the exposure would increase myocardial cell injury because of an increase in acrolein levels and apoptosis. Co-exposure to the antioxidant and acrolein scavenger N-acetylcysteine (NAC) [13] suppresses myocardial cell injury induced by the CY metabolites. These results suggest that the protective activity of NAC is due to the inhibition of apoptosis, decreased acrolein production, and increased CEPM production [11]. Subsequently, other investigators have reported that acrolein may mediate CY-induced myocardial damage [14,15,16,17].

Myocardial damage associated with the administration of CY in vivo has not been evaluated using microarray analyses (i.e., elucidating changes in the gene expression profiles). We determined the CY dosage based on the pharmacokinetics of CY and CY metabolites and the clinical course in mice. We then performed a histological examination, including the electron microscopy of the heart. These research processes were first attempts. In this study, we aimed to examine the gene expression profiles of mice treated with CY to elucidate the in vivo mechanism of high-dose CY toxicity using electron microscopy and a comprehensive evaluation of gene expression. As acrolein is expected to be quickly absorbed by proteins and not reach the myocardium when administered externally, this study was primarily conducted by administering CY [18,19].

## 2. Materials and Methods

### 2.1. Reagents

CY (CAS # 6055-19-2) and NAC (Sigma-Aldrich, St. Louis, MO, USA) were dissolved in normal saline (NS). Acrolein (10 mg/mL; AccuStandard^®^, New Heaven, CT, USA) was dissolved in water.

### 2.2. Animals

Five-week-old female *C57BL/6J* mice (Charles River Japan, Kanagawa, Japan) were maintained at 22 ± 2 °C under a 12-/12-h light/dark cycle (light on from 7:00 to 19:00 h); water and food were provided ad libitum. The mice were sedated and anaesthetised. The hypnotic sedative agent medetomidine hydrate (0.7 mg/kg) or analgesic agents midazolam (4 mg/kg) and butorphanol tartrate (5 mg/kg) were mixed and dissolved in saline solution. All experiments were conducted in accordance with the ARRIVE guidelines and the Guidelines for the Proper Conduct of Animal Experiments established by the Science Council of Japan. The animal study was approved by the Institutional Animal Care and Use Committee of Kagoshima University, Kagoshima, Japan. 

### 2.3. Plasma CY, HCY, and CEPM Concentrations after the Administration of High-Dose CY 

To clarify the metabolic kinetics of CY, tail-vein blood samples were collected in EDTA2NA at 1 and 3 h (or 4 h from mice administered 400 mg/kg CY) after a single intraperitoneal administration of CY (400–700 mg/kg); the samples were centrifuged at 700 *g* for 15 min to obtain plasma (Figure S1). The concentrations of CY, HCY, and CEPM were determined using liquid chromatography/tandem mass spectrometry (LC/MS/MS), as previously described [11]. The area under the concentration–time curve (AUC) from zero to infinity was estimated using a non-compartmental analysis with the trapezoidal method in the MOMENT program, based on the available data points.

### 2.4. Histological Examinations 

To examine pathological alterations associated with CY administration, the mice were randomly assigned to CY-treated and control groups. For the mice in the control group, 250 μL of NS was administered intraperitoneally (i.p.) once a day for 2 days. Meanwhile, the mice in the CY-treated group were administered 250 μL of 400 mg/kg CY solution i.p. once a day for 2 days (Figure 2a). The mice in both groups were euthanised under anaesthesia 7 days after the last dose and their hearts were collected. A section of the heart tissue was placed in 4% paraformaldehyde phosphate buffer solution (FUJIFILM Wako Chemicals, Tokyo, Japan) for haematoxylin–Eosin (HE) staining. For the electron microscopy analysis, another section of the heart was placed in 2.5% glutaraldehyde in 0.1 M phosphate buffer (pH 7.4), dehydrated in ethanol, and embedded in Epon 812 (TAAB Laboratories Equipment, Reading, UK). Ultrathin sections (80–90 nm) were obtained, stained with uranyl acetate and lead citrate, and examined using electron microscopy (H-7600; Hitachi, Tokyo, Japan) at an acceleration voltage of 100 kV.

### 2.5. Detection of Gene Expression Alterations 

To elucidate the gene expression alterations induced by CY, the mice were divided into four groups (Figure 2b). NS was used as a negative control. Mice in the CY-treated group were administered 250 μL of 400 mg/kg CY solution i.p. once a day for 2 days. Mice in the acrolein-treated group were administered 5 mg/kg acrolein aqueous solution i.p. Furthermore, to clarify the effect of NAC, 200 mg/kg NAC solution was administered i.p. to mice in the NAC + CY group at 2 h before CY administration (Figure 2b). Three hours after the last dose, all mice were euthanised and their hearts were harvested under anaesthesia. A section of the heart tissue was frozen in liquid nitrogen and stored at −80 °C. 

### 2.6. Total RNA Isolation

The total RNA from the frozen heart tissue was isolated using the NucleoSpin^®^ RNA/Protein kit (MACHEREY-NAGEL, Düren, Germany), quantified using SpectraMax ABS Plus (Molecular Devices, LLC., San Jose, CA, USA), and assessed using an Experion automated electrophoresis station (Bio-Rad Laboratories Inc., Hercules, CA, USA).

### 2.7. Microarray Analysis

The microarray analysis was performed by Cell Innovator Inc. (Fukuoka, Japan). cDNA was amplified and labelled using Low-Input Quick-Amp Labelling (Agilent Technologies, Santa Clara, CA, USA), hybridised using a SurePrint G3 Mouse Gene Expression Microarray 8 × 60 K v2 (Agilent), and scanned using an Agilent scanner. We used Agilent Feature Extraction Software (v9.5.1.1; Agilent Technologies, Santa Clara, CA, USA) to calculate the relative hybridisation intensities and background values.

### 2.8. Data Analysis and Filter Criteria

We normalised the raw signal intensities of the samples (control vs. CY, control vs. acrolein, and control vs. NAC + CY) using the quantile algorithm in the preprocessCore library package [20] in the Bioconductor application [21], selecting probes with P flags in ≥1 sample. We used the normalised signal intensities of each probe to calculate intensity-based Z-scores [22] and ratios (non-log-scaled fold-change) to identify up- and downregulated genes via comparisons between the control (no CY exposure) and experimental samples (CY, acrolein, and NAC + CY). The criteria were a Z-score of ≥2.0 and a ratio of ≥1.5-fold for upregulated genes, and a Z-score of ≤–2.0 and a ratio of ≤0.66 for downregulated genes. Significant over-representations of Gene Ontology (GO) categories and significant pathway enrichment were determined using the Database for Annotation, Visualization, and Integrated Discovery (DAVID, 2021 update) [23], and functional annotation clustering and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway functional classification analysis were performed [24]. We used MeV software 4.9.0 [25] to generate a heatmap, and genes were sorted using the hierarchical clustering method, with colours used to indicate the distance from the median of each row. The Pearson correlation was used as the distance metric and average linkage clustering as the linkage method.

### 2.9. cDNA Synthesis and RT-PCR

cDNA was synthesised from the total RNA (see the “Total RNA Isolation” section) using PrimeScript™ RT (Takara Bio Inc., Otsu, Japan), and the resulting cDNA was amplified using TB Green^®^ Premix Ex Taq™ II (Tli RNaseH Plus) (Takara Bio Inc., Otsu, Japan). RT-PCR was performed at 95 °C for 30 s, followed by 40 cycles alternating between 95 °C for 5 s and 60 °C for 30 s, using the Thermal Cycler Dice^®^ Real-Time System (Takara Bio Inc., Otsu, Japan). mRNA levels were calculated using the cycle time (*Ct*) values normalised to β-actin (Actβ) values. Using the 2^–ΔΔCt^ method [26], samples were compared using relative quantification (fold change) values.

### 2.10. Statistical Analysis

R statistical software (v3.4.2) was used for the analyses. All data are presented as the mean ± standard error. Between-group differences were assessed using non-parametric Wilcoxon tests, and results with *p* < 0.05 were considered significant. To detect significantly over-represented GO categories and to characterise functionally regulated gene groups, we used Fisher’s exact test.

## 3. Results

### 3.1. Pharmacokinetics of High-Dose CY in Mice

CY and metabolite levels were measured in plasma samples of *C57BL/6J* mice that were administered 400–700 mg/kg CY. Figure S1 shows the concentration–time profiles for CY, HCY, and CEPM, as well as the mice survival estimates. At 1 h after the administration of CY (400 mg/kg), the blood CY level was 25.3 μg/mL, whereas 4 h after administration, it was <1.50 μg/mL (below the limit of measurement). The corresponding levels of HCY and CEPM were 7.4 and 0.6 μg/mL, and 26.5 and 4.0 μg/mL, respectively. The AUC values for CY, HCY, and CEPM were 246.4, 73.3, and 269.1 μM·h, respectively. Meanwhile, at 1 and 3 h after the administration of 500 mg/kg CY, the plasma levels of CY, HCY, and CEPM were 118.6 and 2.3, 92.4 and 3.0, and 69.1 and 16.9 μg/mL, respectively. The mean AUC values for CY, HCY, and CEPM were 1555.3, 1092.5, and 679.8 μM·h, respectively. Furthermore, for a dose of 700 mg/kg, the CY, HCY, and CEPM levels were 251.2 ± 94.1 and 5.2 ± 6.4 μM·h, 57.7 ± 10.6 and 5.9 ± 4.4 μM·h, and 67.2 ± 40.0 and 26.4 ± 17.4 μM·h, respectively. The mean AUC values for CY, HCY, and CEPM were 4809.2 ± 1782.0, 555.3 ± 115.1, and 1305.4 ± 254.9 μM·h, respectively. In *C57BL/6J* mice administered 400, 500, or 700 mg/kg CY intraperitoneally, HCY and CEPM were produced in a manner comparable to that observed in humans (Figure S2). Various doses of CY were administered to the mice, and the maximum dose of CY that allowed the mice to survive for more than a week was determined to be 400 mg/kg/day for two days, which was a part of the administration schedule in this study (Figure S1).

### 3.2. Histopathological Examination 

HE staining showed no difference between the CY-treated and NS-treated groups (Figure 3a–d). However, the electron micrograph analysis revealed ultrastructural alterations in the cardiac tissue of mice treated with CY. Treatment with CY (400 mg/kg × 2 days) caused marked ultrastructural aberrations (Figure 3e–j). The nuclear membrane cavity showed generalised dissociation and localised heavy dilation (Figure 3e). Lamellar bodies appeared in the cytoplasm, and the expansion of the transverse tubule and sarcoplasmic reticulum was observed (Figure 3e,f). Mitochondrial damage was observed, including an expansion in size, the disintegration of cristae, and the loss of the matrix (Figure 3f). Fat droplets and vacuolar degeneration were also observed (Figure 3f). In addition, lamellar bodies were found in the damaged mitochondria (Figure 3f). Turbulence in the myocardial fibre travel was observed (Figure 3g,h). Furthermore, in the same myocardial cells, muscle contractile fibre structures were present, with contractile states different from those observed in other parts (Figure 3i). Low-density contractile proteins were detected in cardiomyocytes (Figure 3j). We measured the diameter and area of 100 mitochondria from electron microscope images taken at 7000 times magnification in each group using ImageJ software 1.53 (National Institutes of Health) (https://imagej.net/ij/, accessed on 20 April 2024). The area of the mitochondria in the CY-treated group (median 118.5 ± 1.5 μm^2^) was significantly smaller than that in the control group (median 128.5 ± 1.1 μm^2^) (*p* value < 0.01). However, no significant difference was observed between the diameters of the mitochondria in the CY-treated group (median 1.17 ± 0.04 μm) and the control group (median 1.18 ± 0.03 μm) (*p* value = 0.87).

### 3.3. Identification of Gene Expression Profiles after the Administration of High-Dose CY 

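Heart RNA of *C57BL/6J* mice was hybridised to 4 single-colour Agilent whole mouse genome arrays, 1 array for each condition. The conditions were normal saline (NS, the control), CY at 400 mg/kg, acrolein at 5 mg/kg, and CY at 400 mg/kg with NAC at 200 mg/kg given 2 h earlier (NAC + CY), in 2 injections. The methods section, the sample labels and most of the results section place tissue collection at 3 h after the last dose, whereas the sentences on the numbers of changed genes after CY and acrolein give 7 days. The methods give an age of 5 weeks and the legend of Figure 2 and the labels give 6 weeks. The files carry the processed signal of each spot after background subtraction by Agilent Feature Extraction, in arbitrary fluorescence units. Log2 signals of the probes were quantile-normalised over the 4 arrays, and log2 ratios and intensity-based Z-scores were computed between pairs of arrays. A probe entered a comparison when it had a P flag (present) on at least 1 of the 2 arrays, and a change was called at the paper's criteria, a Z-score of at least 2 with a ratio of at least 1.5, or a Z-score of at most -2 with a ratio of at most 0.66. The Z-score of a probe is its distance from the mean log2 ratio of the 200 probes nearest to it in signal, in units of their SD, a window that the methods do not name. Probes well above background numbered 26677 for NS, 28084 for CY, 28312 for acrolein and 28253 for NAC + CY. Repeated spots of a probe on an array differed by an SD of 0.044 to 0.049 log2 units. With 1 array per condition, none of the differences has a replicate check and no p-value can be given. In simulated CY data, with noise taken from the acrolein and NS arrays, 1.24% of unchanged probes were called, and 92% of probes raised 2-fold and 82% of probes lowered 2-fold were called. That noise leaves out the wider spread of CY, with a median window SD of 0.58 log2 units against 0.22 for acrolein. The rates therefore do not give the sensitivity for the CY array. Gene groups were written from general knowledge before the data were examined, not taken from a pathway database, and each gene is represented there by its brightest P-flagged probe. Some groups hold genes that Table 1 names, such as Hamp, Sfrp5 and Dmkn. Those groups are not independent of the paper's results from the same arrays. The percentile of a group's median is its rank among 10000 random groups of equal size and matched signal. Where a probe was not well above background on 1 of the arrays, the change is given as at least N-fold, measured against the lowest signal that was well above background on that array.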

We examined changes in the expression of 52,141 genes using whole-gene microarray analysis. The data were deposited at the National Center for Biotechnology Information Gene Expression Omnibus [27] and are accessible through the Gene Expression Omnibus Series (Accession Number GSE194073). 

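In the CY-treated heart, 721 genes were higher and 622 were lower than in the NS control by at least 1 probe, among 19705 genes measured. A list that joins acute-phase, iron and metallothionein genes rose, with 15 of 30 higher and 1 lower. The higher ones include serum amyloid A3 (Saa3, log2 ratio 2.96), haptoglobin (Hp, 2.62) and lipocalin 2 (Lcn2, 2.47). Genes of lymphocytes were lower. Of 16 genes of T cells and natural killer cells 6 fell and none rose, among them Klra8, a natural killer cell receptor, at least 5.91-fold lower and Cd3d, a subunit of the T cell receptor complex, at least 4.76-fold lower. Of 12 B cell genes 5 fell, including Cd79b at -1.66. Genes characteristic of atrial muscle, of the mesothelium that covers the heart and of platelets were higher on the same array. This held for 7 of 9 atrial genes, such as the atrial myosin light chain Myl7 (1.52) and Stard10 (1.91), for 11 of 15 mesothelial genes, such as Upk1b (2.30) and Krt8 (2.25), and for 6 of 11 platelet genes, such as Treml1 (3.19). With genes of these 3 tissue sources left out, a step chosen after the data were seen, 674 genes were higher and 622 lower. A Z-score of 3 left 295 higher and 172 lower genes.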

At seven days after CY administration, the expression of 675 genes was significantly upregulated, whereas the expression of 535 genes was significantly downregulated compared with the control values. 

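Hamp, which encodes the iron regulator hepcidin, had the highest Z-score in the CY-treated heart (8.34, log2 ratio 4.46). It was followed by the haem-degrading enzyme Hmox1 (Z-score 7.84, log2 ratio 4.54), the metallothionein Mt2 (2.97), the protease inhibitor Serpina3n (4.85) and the secreted Wnt inhibitor Sfrp5 (3.52). Vsig4, a complement receptor of tissue macrophages, was at least 7.92-fold higher, and the Langerhans cell gene Cd207 was at least 17.9-fold higher. The platelet genes Gp9 (4.42), Clec1b (3.97) and Ppbp (3.54), the epithelial gene Dmkn (4.47) and the atrial myosin light chain Myl4 (1.87) were also among the strongly raised genes. Hamp and Myl4 stand on the list of atrial genes as well, and Sfrp5 and Dmkn on the list of mesothelial genes. The fractalkine receptor Cx3cr1 had the lowest Z-score (-6.12, log2 ratio -3.89), ahead of the apelin receptor Aplnr (-3.57), and its ligand Apln fell with it. The clock output gene Dbp fell by 1.83 on the log2 scale, and both of its probes were called. Of the 40 genes in Table 1, which were known when the genes to name were chosen, 36 were matched to a probe by accession and 4 by symbol, and 39 were called in the direction of the table. Fam32a had a log2 ratio of 0.10 and a Z-score of 0.182.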

Table 1 shows the 20 most upregulated and 20 most downregulated genes after CY administration. 

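In the acrolein-treated heart, 290 genes were higher and 344 were lower than in NS, among 19682 measured. By probes, 302 were higher and 355 lower, and in simulated acrolein data 349 of 28465 unchanged probes were called. Neutrophil genes rose, with 7 of 14 higher and none lower. The calprotectin subunits S100a9 (Z-score 11.4, log2 ratio 3.06) and S100a8 (2.95) led them, and Retnlg was at least 7.18-fold higher. The chemokine Ccl12 rose by 2.08 on the log2 scale and Cxcl10 was at least 3.56-fold higher, and the cytokine signalling genes Socs3 (1.09) and Bcl3 (1.04) rose too. Fat cell genes were lower, at 8 of 17, with adipsin (Cfd) at -2.18, adiponectin (Adipoq) at -2.19 and the brown fat uncoupling protein Ucp1 at -2.05. Of 14 mesothelial genes 11 fell, and Scgb1a1, a gene of airway club cells, had a log2 ratio of -3.46. Scgb1a1 was also lower after NAC + CY, and both comparisons use the same NS array. A property of the NS sample was therefore not separated from an effect of treatment. The counts of acrolein moved more with the processing than those of CY. Background correction by the normexp method left 50 higher and 64 lower genes, and without a filter on dim probes 440 were higher.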

At seven days after the administration of acrolein, 280 genes were significantly upregulated and 299 genes were significantly downregulated. Between-group differences in gene expression were examined using scatterplot and clustering analyses (Figure 4a,b). 

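Calls were made for 1553 probes after CY and for 657 after acrolein, 2.36 times as many after CY. The Z-score is scaled to the spread of each pair of arrays, and the median SD of the windows was 0.58 log2 units for CY and 0.22 for acrolein. By the ratio criterion alone, 22.9% of the probes kept for CY and 7.31% of those kept for acrolein passed, a 3.15-fold difference in number. The correlation of log2 signals with the NS array across 30409 probes, which are not independent replicates, was 0.977 for CY and 0.993 for acrolein. None of 38 targets of the oxidative stress regulator Nrf2 was called after acrolein, with Hmox1 at -0.10, and 1 of 30 p53 targets, Gdf15, was called at 0.59, with Cdkn1a at 0.15.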

The number of genes with altered expression in the CY-treated mice was higher than that in the acrolein-treated mice (Figure 4a). Figure 4b presents the genes involved in myocardial contraction in mouse cardiac tissue expressed at 3 h after the administration of CY. 

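Among 38 genes of the sarcomere, 9 were lower and none was higher after CY. The skeletal alpha-actin Acta1 fell by 1.75 on the log2 scale (Z-score -4.11), and the formin Fhod3 (-1.61), the LIM protein Fhl2 (-1.45) and the giant spring protein titin (Ttn, -1.47, lower by 3 of its 6 probes) fell with it. Of 51 genes of excitation-contraction coupling and calcium handling 13 were lower and 3 were higher. The lower ones include the potassium channel subunit Kcne1 (-2.16), the beta-1 adrenergic receptor Adrb1 (-1.53) and the kinase Camk2a (-1.14), and the higher ones include sarcolipin (Sln, 1.53), a regulator of the calcium pump that is abundant in atrial muscle, and Phkg1 (1.33). Of 49 genes that anchor the contractile apparatus at intercalated discs and the cell membrane 11 were lower and none was higher. On the same array, atrial genes were higher, and of 17 vascular mural cell genes 3 were called lower and 2 higher. As a group the mural genes were lower, with a median log2 ratio of -0.51 (quartiles -0.68 and -0.13). The median of the sarcomere genes was -0.46.

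**Figure D1:**
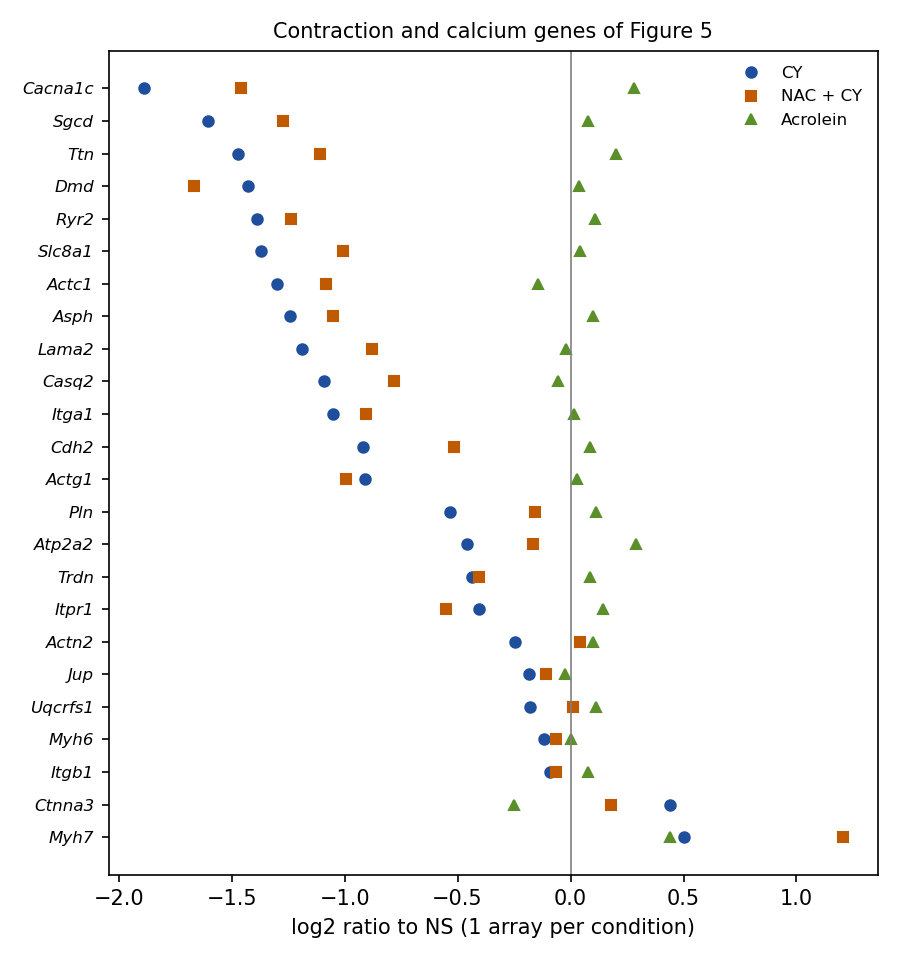
Log2 ratio to NS of the 24 contraction and calcium genes drawn in Figure 5 (horizontal axis), 1 row per gene by its brightest probe, for CY (circles), NAC + CY (squares) and acrolein (triangles), with 1 array per condition and no error bars. The CY points reach down to -1.89 for Cacna1c, and the acrolein points lie near 0, at 0.28 for Cacna1c.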

Figure 4c shows the gene expression patterns observed in samples treated with CY, including heatmaps of the genes that differed in expression between the CY and NS groups. Furthermore, the pattern of the heatmap observed after CY administration was partially altered by the NAC treatment. 

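Against NS, 587 genes were higher and 586 lower in the NAC + CY heart, and against CY alone 336 were higher and 611 lower. Of 784 probes raised by CY and kept in both comparisons with NS, 320 (40.8%) were also raised in the NAC + CY array and 4 were lowered, and of 735 probes lowered by CY 381 (51.8%) were also lowered and none was raised. Hmox1 (3.80) and Gdf15 (3.24) rose after NAC + CY as well, whereas Hamp (0.75), Sfrp5 (0.10) and Gp9 were not called against NS. Compared directly with CY, 5 of 38 sarcomere genes were higher after NAC + CY and none was lower, namely Acta1 (1.37), Fhod3 (0.74), Myh7 (0.70), Tcap (0.63) and Fhl2 (0.61). In the same comparison genes of other tissues went both ways. Lower were 7 of 9 atrial, 13 of 15 mesothelial and 5 of 11 platelet genes, with Ppbp at -4.57, and none of these lists had a higher gene. Higher were 29 of 48 hepatocyte genes, a list written after the data were seen, with 1 lower, and 9 of 18 adipose genes, with none lower. Both comparisons with NS use the same control array, which alone raises their overlap. Simulated arrays of equal noise and without any effect gave 30.3 shared higher and 70.1 shared lower calls, which leaves out the wider spread of CY, independent lists would share 16.6 and 17.3, and the covariance of log2 ratios was 0.279 against 0.0483 in the simulation. Part of the overlap may come from the shared control.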

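Of 714 probes raised by CY and kept for acrolein, 37 (5.18%) were raised and 53 were lowered by acrolein, with a median log2 ratio of 0.02. Of 735 probes lowered by CY, 17 (2.31%) were lowered and 15 were raised, with a median of -0.02. The 21 genes listed for the strongest increases in Table 1, with Gata2 and Gsta2 both kept for the name and the accession of 1 entry, had a median log2 ratio of 0.00 after acrolein, with 4 of 19 higher and 3 lower, and among the 20 with the strongest decreases none was called, with Cx3cr1 at 0.07 and Aplnr at 0.01. The acrolein and CY log2 ratios correlated at 0.20 across 27644 probes. Simulated unchanged arrays that share the NS control correlated at 0.50, which their equal noise fixes and which is no level for CY with its wider spread. The covariance was 0.0366, against 0.0455 in the simulation. Under the alternatives, for which the simulation was not run, the correlation lay between 0.07 (normexp) and 0.32 (no filter). Independent lists would share 6.64 higher and 9.44 lower calls, and the simulated arrays shared 35.2 and 66.5, again at equal noise and so no level for CY. Background correction by normexp reduced the shared higher and lower calls to 2.15% and 0.167%.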

The pattern of the heatmap observed after acrolein administration was similar to that after NS administration. 

### 3.4. Gene-Enrichment and Functional Annotation Analyses

The initial data were generated based on the results of the NS- and CY-administration groups and were categorised based on several annotation categories, including protein–protein interactions and GO terms (*p* < 0.05). The five most frequent functional annotation clustering categories obtained for the samples treated with CY for 3 h are shown in Table 2. 

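Genes of 3 cardiomyopathy pathways were lower more often than higher after CY. The lists share many members, such as integrins, sarcoglycans, calcium channel subunits and sarcomere proteins. For dilated cardiomyopathy 16 genes were lower and 5 higher of 78 measured, with a median log2 ratio of -0.12 at percentile 2.38. For hypertrophic cardiomyopathy 15 were lower and 4 higher of 77 (median -0.10 at percentile 4.77, inside the middle 95% of random groups), and for arrhythmogenic right ventricular cardiomyopathy 13 were lower and 3 higher of 65 (median -0.20 at percentile 0.06). The integrin subunits Itga9 (-2.40) and Itga10 and the sarcoglycan Sgcd (-1.60) were among the lower genes. The higher ones include Itgb3 (1.96), an integrin of platelets, Cacna2d2 (3.01), a calcium channel subunit that is also on the list of atrial genes, and angiotensinogen (Agt, 1.65). At a Z-score of 3 the 3 lists held 11, 10 and 8 called genes.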

Genes related to dilated cardiomyopathy, arrhythmogenic right ventricular cardiomyopathy, and hypertrophic cardiomyopathy, which is associated with myocardial dysfunction, were significantly altered by the administration of CY. The generation of functionally regulated gene groups was based on the KEGG pathway database (Table 3). 

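Of 56 chemokine, cytokine and receptor genes that viral proteins interact with, 9 were higher and 9 lower after CY. Their median log2 ratio was -0.19, at percentile 0.46. Cxcl13, a B cell attractant, was at least 7.76-fold higher, whereas the interferon-induced chemokine Cxcl9 fell by 2.44 on the log2 scale and the lymphocyte homing receptor Ccr7 was at least 3.6-fold lower. Extracellular matrix and receptor genes were called both ways, with 10 of 68 higher and 9 lower, reelin (Reln) being at least 4.65-fold lower. The median of this list was -0.13, at percentile 1.47. Focal adhesion genes were higher in 10 and lower in 19 of 150 cases, and hematopoietic lineage genes in 6 and 8 of 65. Genes of xenobiotic metabolism moved mostly upward, with 16 of 39 higher and 1 lower. The glutathione transferase Gsta2 (3.00) and the cytochrome Cyp2e1 (2.26) rose, Mgst2 was at least 4.16-fold higher, and Cyp1a1 was the lower gene, by at least 2.63-fold. Platinum drug resistance genes were higher in 14 of 62 cases and lower in 1, and genes of fluid shear stress were higher in 11 of 80 and lower in 4, with the endothelial growth factor receptor Kdr at -1.92. At a Z-score of 3 the called genes numbered 10 for the viral list, 5 for extracellular matrix, 8 for focal adhesion, 8 for hematopoietic lineage, 10 for xenobiotic metabolism, 8 for platinum resistance and 9 for fluid shear stress.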

Three hours after the administration of CY, the major genes identified in *C57BL/6J* mouse cardiac tissue were those involved in dilated cardiomyopathy, hypertrophic cardiomyopathy, arrhythmogenic right ventricular cardiomyopathy, viral protein interactions with cytokines and their receptors, and extracellular matrix receptor interactions.

### 3.5. RT-PCR Validation of the Microarray Analysis Findings

Using RT-PCR and β-actin as a control, we examined the expression levels of nine genes, including those that are important for myocardial function. 

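The 9 genes measured by RT-PCR gave these array values after CY, with probe positions from the array files on mouse build mm9. Ryr2, the calcium release channel of the sarcoplasmic reticulum (probe on chromosome 13, 11645812 to 11645871), had a log2 ratio of -1.39 and a Z-score of -3.81. The L-type calcium channel gene Cacna1c (chromosome 6, 118537316 to 118537375) had a Z-score of -3.88, and the cardiac alpha-actin Actc1 (chromosome 2, 113874011 to 113874934, across a splice junction) fell by 1.30 on the log2 scale (Z-score -4.39). Dystrophin (Dmd, chromosome X, 82449703 to 82449762) was at -1.43 and laminin alpha-2 (Lama2) at -1.19, where 2 of 4 and 1 of 5 probes were called. The integrin subunit Itga1 had a log2 ratio of -1.05 and was not called (Z-score -1.6). For the alpha-T-catenin Ctnna3, the brightest probe had a log2 ratio of 0.44 and was not called, whereas the probe for its RefSeq transcript fell by 2.03. The aldehyde dehydrogenase Aldh1a1 rose by 1.16 (Z-score 2.69), and the platelet integrin Itga2b (chromosome 11, 102319453 to 102319661) was at least 3.15-fold higher. The RT-PCR control Actb had a log2 ratio of 0.02.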

The RT-PCR data confirmed the results of the microarray analysis (Figure 4d). 

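The paper drew 24 genes in Figure 5, mostly of contraction and calcium handling, and coloured 16 of them as lower after CY. This set was therefore not chosen independently of the CY result. By their brightest probe, 12 of the 24 were lower and none was higher in the CY array. Besides Ryr2, Cacna1c and Actc1, the sodium-calcium exchanger Slc8a1 (-1.37), junctin (Asph, -1.24), calsequestrin 2 (Casq2, -1.09) and N-cadherin (Cdh2, -0.92) fell. Gamma-actin (Actg1) fell by 0.91 in 1 of 3 probes, and the median over its probes was 0.25. The calcium pump Atp2a2 (-0.46), its regulator phospholamban (Pln, -0.53), triadin (Trdn, -0.44) and the inositol trisphosphate receptor Itpr1 (-0.41) were not called. Plakoglobin (Jup) and the mitochondrial Uqcrfs1 both had a log2 ratio of -0.18, and beta-1 integrin (Itgb1) and alpha-actinin 2 (Actn2) stood at -0.09 and -0.24, also not called. The alpha myosin heavy chain Myh6 had a log2 ratio of -0.12 by its brightest probe, or -0.32 with scaling to the 75th percentile, and was not called, whereas the other of its 2 probes was called lower. The beta myosin heavy chain Myh7 was at 0.50 and not called. At a Z-score of 3, 4 of the 24 genes stayed lower (Cacna1c, Actc1, Ryr2 and Sgcd), and Cdh2 was no longer called with normexp, a window of 100 probes or a ratio of 2.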

Figure 5 is a schematic diagram showing genes that are important for myocardial contraction in cardiomyocytes, with colour-coded changes in expression.

## 4. Discussion

We examined the ultrastructural alterations induced by the administration of high-dose CY in cardiac tissues using electron microscopic analysis. We found several structural changes in the cardiomyocyte nuclear membrane, sarcoplasmic reticulum, mitochondria, and muscle fibres after high-dose CY administration. Changes in the expression of genes associated with high-dose CY administration were detected via a comprehensive gene expression microarray analysis. 

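As groups, sarcomere genes had a median log2 ratio of -0.46 after CY (quartiles -0.66 and -0.12) and calcium handling genes one of -0.44 (quartiles -0.85 and -0.08), each below all 10000 random groups of matched signal. Genes that anchor the contractile apparatus had a median of -0.21, at percentile 0.09. Most members did not pass both criteria as single genes. The most abundant cardiomyocyte transcripts were lower by less, with a median of -0.20 and 4 of 25 called. Their list shares members with the contraction and calcium genes, such as Pln, and is not independent of them. Genes of oxidative phosphorylation had a median of -0.13 with none called. The metabolic control gene Gapdh stood at 0.05. Genes of other cell types moved on the same array too. Medians were -0.51 for mural cells and -0.45 for skeletal muscle (percentile 0.02), and 1.52 for atrial muscle and 1.61 for mesothelium. Endothelial genes (-0.13) and fibroblast genes (0.15) moved less. Scaling to the 75th percentile in place of quantile normalisation gave medians of -0.59 for the sarcomere, -0.34 for the abundant transcripts and -0.32 for oxidative phosphorylation.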

Notably, most gene groups related to myocardial contraction and the Ca^2+^ signalling pathways were downregulated. The changes observed in these gene groups were consistent with those observed in the electron microscopy analysis. Genes that were altered by the administration of CY included genes related to oxidative stress, endoplasmic reticulum stress, apoptosis, *p53* expression, *p38MAPK*, GSK-3β, and Akt/PI3K signalling. However, there have been no reports on the myocardial contraction or Ca^2+^ signalling pathway [28,29,30,31,32,33] that may be involved in the mechanism of CY myocardial damage.

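Of 38 antioxidant genes driven by Nrf2, 17 rose and 1 fell after CY, with Osgin1 at 2.90, the epoxide hydrolase Ephx1 at 2.03 and the glutathione transferase Mgst1 at 1.94. Of 35 targets of p53 16 rose and none fell, among them the cell cycle inhibitor Cdkn1a (2.60), the stress cytokine Gdf15 (2.95), Zfp365 (3.14) and the death gene Pmaip1, at least 7.65-fold higher. Endoplasmic reticulum stress genes moved little as a group, with 1 of 32 higher, the transcription factor Atf3 (1.81), and 4 lower, including Sdf2l1 (-1.19), the disulfide isomerase Pdia6 (-0.90) and Derl3, at least 4.86-fold lower. Of 33 apoptosis genes 7 rose, such as Bbc3 (1.39), and Hrk fell by 1.87. The genes for the signalling proteins themselves were mostly not called, with Trp53 at -0.25, the p38 kinase Mapk14 at -0.30, Gsk3b at -0.37 and Akt1 at -0.60, whereas the PI3K catalytic subunit Pik3ca fell by 1.66.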

The pumping action of the heart involves the contraction and relaxation of cardiomyocytes, which constitute the heart. These mechanisms are mainly controlled by increases and decreases in intracellular Ca^2+^ concentrations. The regulation of intracellular Ca^2+^ concentrations is important for the heart to continuously and smoothly pump blood throughout the body [34,35]. The increase in intracellular Ca^2+^ concentrations in the myocardium is triggered by an influx of Ca^2+^ through the L-type Ca^2+^ channels (DHPR) and Ca^2+^ release from the sarcoplasmic reticulum (RyR2) upon stimulation [36,37]. The excess intracellular Ca^2+^ binds to troponin C (TnC), a subunit of the contractile regulatory protein troponin, and changes the steric configuration of tropomyosin, resulting in an interaction between actin and myosin. A contraction is induced by the interaction between actin and myosin. The decrease in the intracellular Ca^2+^ concentration is caused by the uptake of sarco/endoplasmic reticulum Ca^2+^-ATPase 2A into the sarcoplasmic reticulum, the extracellular efflux of the Na^+^/Ca^2+^ exchange system, or efflux by cell membrane Ca^2+^ pumps, resulting in the relaxation of the myocardium [38,39]. In our study, the gene expression of DHPR, RyR2, and TnC, which are important proteins involved in the regulation of the Ca^2+^ concentration, was decreased. 

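For troponin C, the cardiac gene Tnnc1 had a log2 ratio of -0.55 after CY, with a Z-score of -1.44 that did not reach the criterion. A second probe of Ryr2 fell by 1.60, and 2 of 3 probes each were called lower for Ryr2 and for Cacna1c, the gene of the DHPR. With NAC given before CY, both genes were lower than in NS as well, Cacna1c at -1.46 and Ryr2 at -1.24, and neither was called between NAC + CY and CY (0.43 and 0.15). Acrolein left Ryr2 at 0.11. The paper states that expression of DHPR, RyR2 and troponin C was lower, and proposes that disturbed calcium regulation may raise calcium within the cell, with inflammation, death of cardiomyocytes by apoptosis and weaker contraction as a result.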

The disruption of calcium regulatory mechanisms may cause elevated intracellular calcium concentrations, resulting in inflammation and the apoptosis of cardiomyocytes, leading to myocardial contractile dysfunction. Based on the new mechanism identified in this study, CY myocardial injury may be prevented with the use of Ca^2+^ signalling sensitisers, such as levosimendan and pimobendan [40].

Concurrently, the gene expression analysis conducted after the administration of acrolein, which is considered to be the main driver of CY-related myocardial damage in in vitro research, revealed patterns that were different from those observed after the administration of CY. 

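Sarcomere genes had a median log2 ratio of 0.02 after acrolein, with none of 38 called. Calcium handling genes had a median of 0.03, with 2 of 49 lower, Camk2a (-0.95) and the membrane calcium pump Atp2b4 (at least 2.44-fold). Of the 77 dilated cardiomyopathy genes none was called. Some genes moved in opposite directions. Hepcidin (Hamp, -1.69), haptoglobin (Hp, -0.79) and Cyp2e1 (-1.08) fell after acrolein and rose after CY, and Saa3 was at least 5.7-fold lower after acrolein. In turn, Ccl12 fell by 1.33 after CY, and Derl3 rose by 1.31 after acrolein. Chemokine and cytokine genes were higher in 7 of 55 cases after acrolein and lower in none. The difference between the treatments was not tested, since each rests on 1 array.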

Acrolein is a small molecule that is highly reactive when exposed to unsaturated aldehyde and is quickly adsorbed by proteins and other substances [16,17]. Therefore, it may be necessary to re-examine whether the acrolein dosage and method of administration used in this study were appropriate. Furthermore, given the metabolism of CY, the myocardial injury model of CY may not be exactly replicated unless acrolein is present in the myocardial cells. The findings of the present study preclude us from making any conclusions regarding the contribution of acrolein to CY cardiotoxicity.

The NAC treatment significantly altered the expression of genes related to pathways such as chemical cardiogenesis–DNA adducts, complement and coagulation cascades, and retinol metabolism. 

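In the NAC + CY heart, 15 of 31 genes of chemical carcinogenesis by DNA adducts were higher than in NS and 1 was lower. Gsta2 (4.17) and Cyp2e1 (2.42) rose, Cyp2c29 was at least 3.5-fold higher and Cyp1a1 at least 2.7-fold lower. After CY alone 13 of 27 genes of this list were higher and 1 was lower. Of 58 complement and coagulation genes 19 were higher and none lower, led by fibrinogen (Fgb at least 45.4-fold, Fgg at least 51.1-fold), alpha-1-antitrypsin (Serpina1a, 6.75) and prothrombin (F2, at least 6.91-fold). Of 26 retinol genes 6 were higher, such as Cyp2a5 (at least 16.8-fold), and 2 lower, such as Lrat (at least 5.39-fold). After CY alone 15 of 47 complement and coagulation genes were higher and 1 lower, and 6 of 21 retinol genes were higher and 2 lower. Compared directly with CY, 14 of 60 complement and coagulation genes were higher and 9 lower, 4 of 24 retinol genes were higher and 4 lower, and 4 of 30 DNA adduct genes were higher and 1 lower. Many of these genes are expressed in hepatocytes, and of 63 hepatocyte genes, listed after the data were seen, 48 were well above background on the NAC + CY array, against 16 on NS, 18 on CY and 18 on acrolein. Albumin (Alb) was at least 229-fold higher than in NS. With the hepatocyte genes left out, 531 genes were higher and 586 lower than in NS, and 11 complement, 15 DNA adduct and 6 retinol genes were called. Only listed genes were left out, and other genes expressed in hepatocytes may remain among those called. These counts therefore cannot separate liver RNA from an effect of NAC. Requiring a P flag on both arrays left 9 complement and 3 retinol genes.

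**Figure D2:**
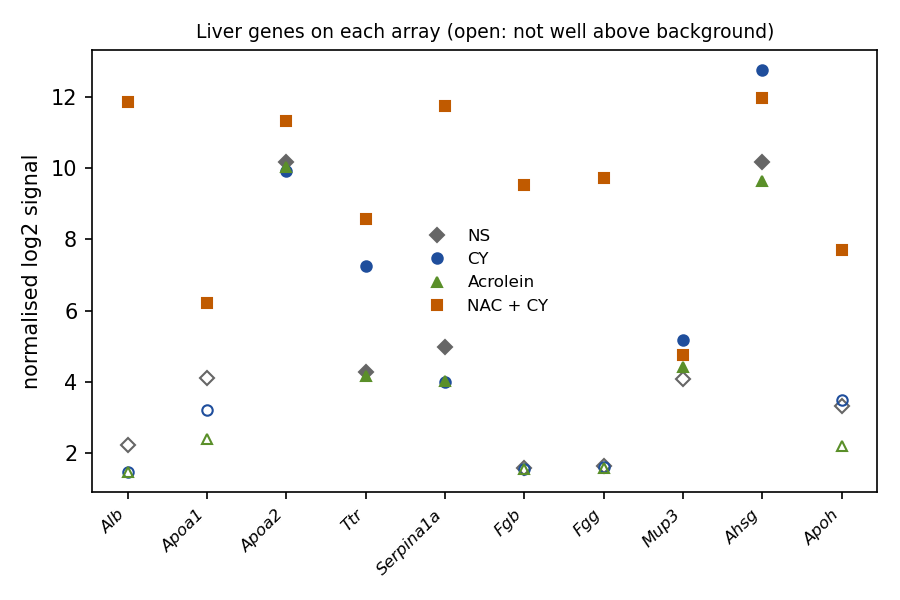
Normalised log2 signal (vertical axis) of genes of the liver on each of the 4 arrays, 1 point per array, filled where the probe was well above background and open where it was not. Alb reaches 11.88 on the NAC + CY array and lies between 1.45 and 2.21 on the others.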

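In the NAC + CY heart, dilated cardiomyopathy genes were lower than in NS in 13 and higher in 2 of 76 cases. Hypertrophic cardiomyopathy genes were lower in 11 and higher in 2 of 74, and genes of arrhythmogenic right ventricular cardiomyopathy lower in 9 of 62 and higher in none. Dystrophin (Dmd, -1.67), the integrin Itga9 (-2.34) and the sarcoglycan Sgcd (-1.27) fell, and the beta myosin heavy chain Myh7 rose by 1.20. Against CY alone few of these genes were called, with 1 higher and 5 lower for dilated, 1 and 5 for hypertrophic and none and 4 for right ventricular cardiomyopathy. The integrin Itga8 (-1.55) and Cacna2d2 (-3.43) were among the lower ones. At a Z-score of 3, the lists held 6, 5 and 3 genes called against NS.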

The NAC treatment also significantly altered the expression of genes related to dilated cardiomyopathy, hypertrophic cardiomyopathy, and arrhythmogenic right ventricular cardiomyopathy. The findings of the electron microscopy analysis conducted after the administration of NAC were comparable to those achieved after CY administration. The experimental methods used to evaluate the NAC treatment require further research.

ST2, a member of the interleukin-1 receptor family [41], is released by cardiomyocytes in response to myocardial stress [42]. ST2 levels were reported to be increased and were associated with changes in left ventricular systolic function during a three-year follow-up period after adjuvant radiotherapy for breast cancer [43]. ST2 levels are a potential new biomarker in CY-induced cardiotoxicity.

Our study had several limitations. First, all of the mice used in this study were young females. This is because cyclophosphamide-induced cardiotoxicity is often a clinical problem in young females. However, more animal models are worthy of study. Second, it is unclear whether the highly reactive acrolein properly affected the cardiomyocytes of mice in the present exposure procedure.

## 5. Conclusions

At high doses, CY causes the expansion of transverse tubules and the sarcoplasmic reticulum, leads to turbulence in myocardial fibre travel, and generates low-density contractile proteins in cardiomyocytes, as observed using electron microscopy. The microarray analysis revealed that high-dose CY treatment changed the cardiomyocyte expression of 1210 genes associated with cardiomyopathy and cardiac muscle function. The results of the gene expression profiles, along with functional annotation clustering and the KEGG pathway functional classification analysis, suggest that CY-induced cardiotoxicity is associated with the disruption of the Ca^2+^ signalling pathway; these findings are consistent with the results of the electron microscopy. The CY-induced cardiotoxicity identified in this study may help to prevent adverse cardiac events during treatment by avoiding the disruption of Ca^2+^ regulatory mechanisms.

## Figures and Tables

**Figure 1:**
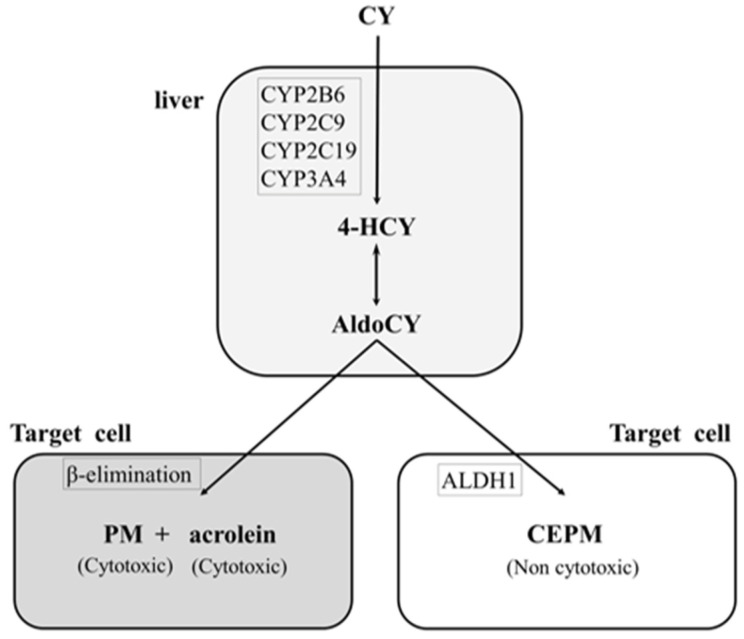
Metabolic pathway of cyclophosphamide. The hepatic cytochrome P-450 enzyme (CYP) system (CYP2B6, 2C9, 2C19, and 3A4) metabolises cyclophosphamide (CY) to 4-hydroxy-cyclophosphamide (4-HCY). Subsequently, 4-HCY is oxidised to its tautomer aldocyclophosphamide (AldoCY), absorbed by cells, and converted to phosphoramide mustard (PM) and acrolein via β-elimination. AldoCY can be oxidised to o-carboxyethylphosphoramide mustard (CEPM) by aldehyde dehydrogenase 1 (ALDH1).

**Figure 2:**
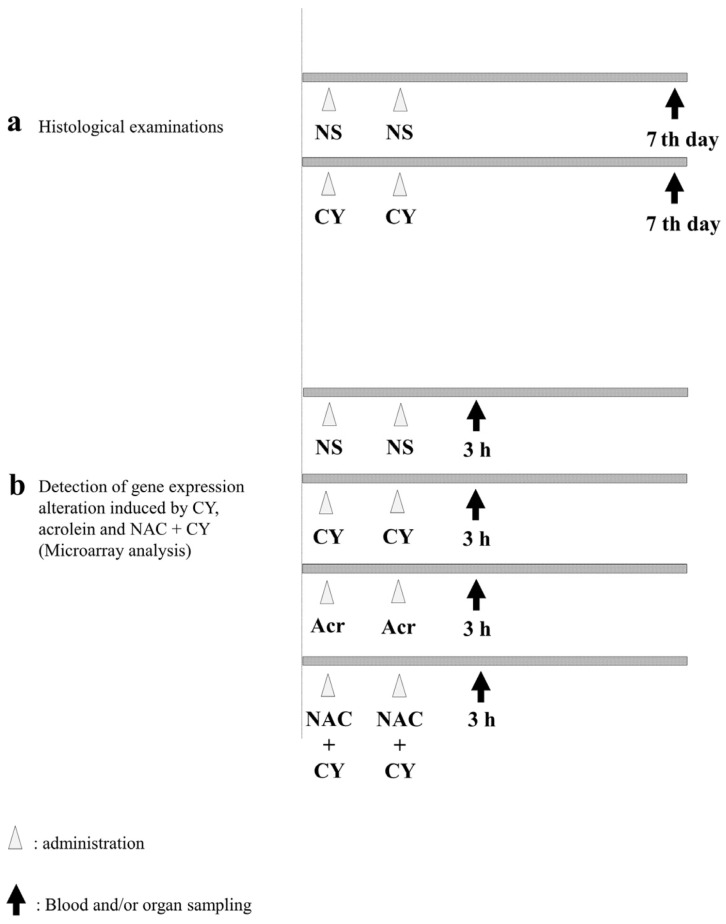
Experimental procedures. (**a**) *C57BL/6J* mice (females aged six weeks) were intraperitoneally treated with normal saline (control) or 400 mg/kg cyclophosphamide (CY) once daily for two consecutive days. Seven days after the last dose, the mice were euthanised under anaesthesia and their hearts were collected. (**b**) *C57BL/6J* mice (females aged six weeks) were intraperitoneally treated with normal saline (control), 400 mg/kg CY, 5 mg/kg acrolein, or 400 mg/kg CY with 200 mg/kg N-acetylcysteine (NAC) once daily for two consecutive days. NAC was administered 2 h before CY administration. Three hours after the last dose, the mice were euthanised under anaesthesia and their hearts were collected.

**Figure 3:**
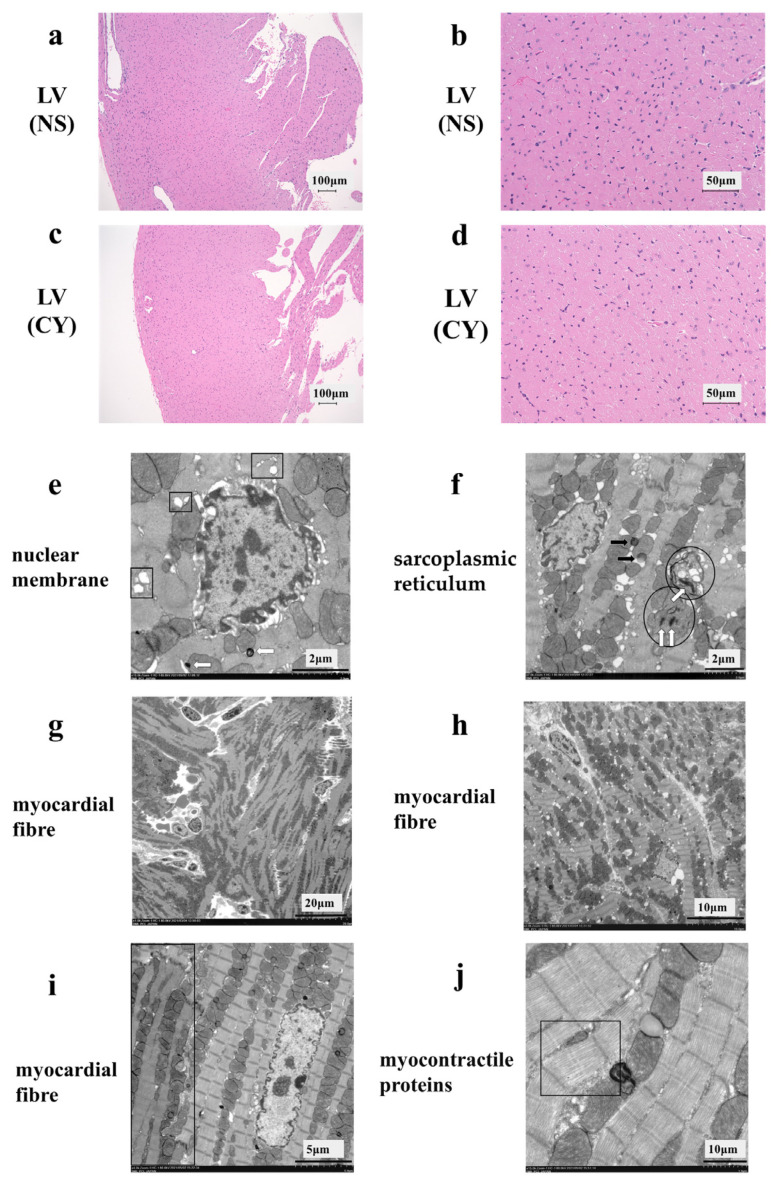
Effect of cyclophosphamide (CY) on mouse cardiac tissue. Light microscopic examination of the haematoxylin- and eosin-stained left ventricle cardiac tissue of mice treated with saline ((**a**,**b**), 100× magnification) and mice treated with CY ((**c**,**d**), 400× magnification). Images (**b**,**d**) are magnified versions of images (**a**,**c**), respectively. Panels (**e**–**j**) show images of the ultra-structure of the cardiac tissue of the mice treated with CY. The squares in panel (**e**) show the expansion of transverse tubules and the sarcoplasmic reticulum. Arrows defined by outlines in panels (**e**,**f**) show lamellar bodies. The circled areas in (**f**) show mitochondria that have either lost or expanded their internal structure. The black arrows in panel (**f**) show lipid droplets. Panels (**f,g**) show the turbulence of myocardial fibre travel. The dark area surrounded by a square shows muscle contractile fibre structures with different contractile states from within the same muscle cell. Panel (**j**) shows low-density contractile proteins in a cardiomyocyte. LV: left ventricle, NS: normal saline.

**Figure 4:**
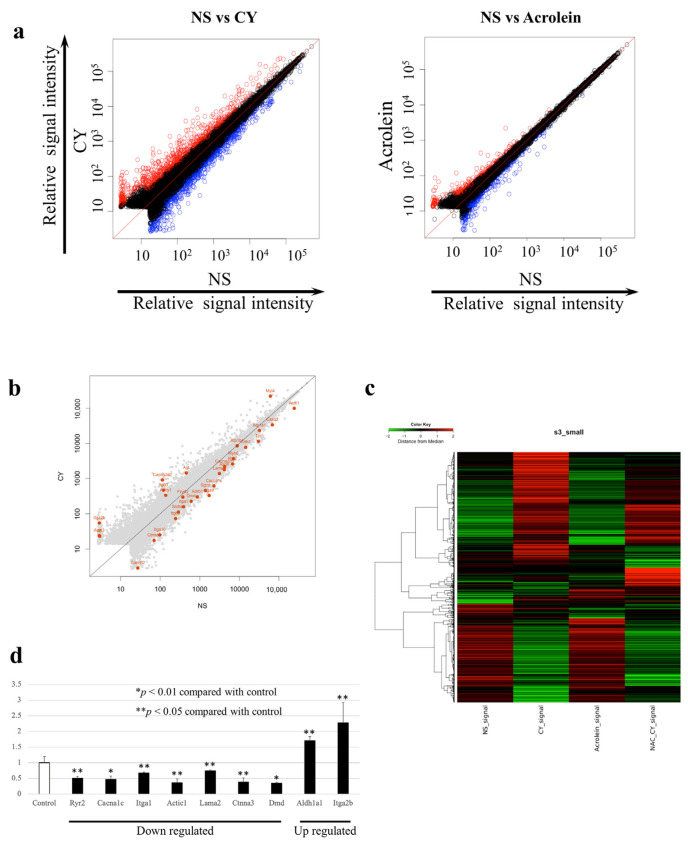
Gene expression profiles. (**a**) Scatterplots of gene expression in *C57BL/6J* mice administered cyclophosphamide (CY) or acrolein. The X-axis shows the relative normalised log_2_-signal intensity of the control (NS) samples and the Y-axis shows the normalised log_2_-signal intensity of the CY- or acrolein-treated samples. (**a**) Blue dots and red dots indicate downregulated and upregulated genes, respectively. (**b**) Scatterplots highlighting genes associated with myocardial contraction. (**c**) Clustering diagram of gene trees and a heatmap generated using MeV software 4.9.0 with the hierarchical clustering (HCL) method to sort the genes, with Pearson correlation estimates used as the distance metrics and average linkage clustering used as the linkage method. Red and green blocks represent high and low levels of expression, respectively, relative to those in the control group; black blocks indicate expression levels similar to those in the control. (**d**) Expression levels of genes associated with myocardial contraction after CY administration, as determined using RT-PCR.

**Figure 5:**
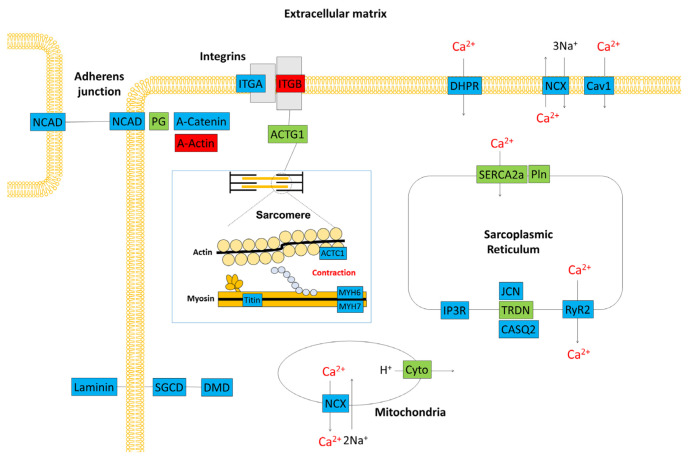
Schematic representation of the gene expression profile in the cardiac tissue of a *C57BL/6J* mouse. Red boxes denote genes that were upregulated 3 h after treatment with cyclophosphamide. Blue boxes denote downregulated genes. Green boxes show genes with unchanged expression. ACTC1: actin, alpha cardiac muscle, ACTG1: actin beta/gamma 1, CASQ2: calsequestrin 2, Cav1: voltage-dependent calcium channel L type alpha-1C, Cyto: ubiquinol–cytochrome c reductase iron–sulfur subunit, DHPR: voltage-dependent calcium channel L type alpha-1C, DMD: dystrophin, IP3R: inositol 1,4,5-triphosphate receptor type 1, ITGA: integrin alpha 1, ITGB: integrin beta 1, JCN: aspartate beta-hydroxylase, MYH6: myosin heavy chain 6, MYH7: myosin heavy chain 7, NCAD: cadherin 2, type 1, N-cadherin, NCX: solute carrier family 8 (sodium/calcium exchanger), PG: junction plakoglobin, Pln: phospholamban, RyR2: ryanodine receptor 2, SERCA2a: P-type Ca^2+^ transporter type 2A, SGCD: delta-sarcoglycan, TRDN: triadin.

**Table 1:** Previous reports of HL *C57BL/6J* mice treated with CY: the 20 most up- and downregulated genes among the 52,142 genes examined.

**Upregulated genes:**			
**Gene Symbol**	**Acc#**	**Z score**	**Gene name**
*Hmox1*	NM_010442	9.075	Haem oxygenase 1
*Hamp*	NM_032541	8.900	Hepcidin antimicrobial peptide
*Mt2*	NM_008630	8.579	Metallothionein 2
*Serpina3n*	NM_009252	8.301	Serine (or cysteine) peptidase inhibitor clade A, member 3N
*Dmkn*	NM_001166173	7.662	Dermokine, transcript variant 3
*Cd207*	NM_144943	7.595	CD207 antigen
*Dkk3*	NM_015814	7.498	Dickkopf WNT signalling pathway inhibitor 3, transcript variant 2
*Mlana*	XM_011247400	7.345	Melan-A
*Sfrp5*	NM_018780	7.028	Secreted frizzled-related sequence protein 5
*Pip5k1a*	AK167816	6.856	Phosphatidylinositol-4-phosphate 5-kinase, type 1 alpha
*Clec1b*	NM_019985	6.784	C-type lectin domain family 1, member b, transcript variant 1
*Anxa8*	NM_013473	6.760	Annexin A8, transcript variant 1
*Fam32a*	NM_026455	6.494	Family with sequence similarity 32, member A
*Gp9*	NM_018762	6.430	Glycoprotein 9 (platelet)
*Lgals3*	NM_001145953	6.298	Lectin, galactose binding, soluble 3, transcript variant 1
*Fam183b*	NM_029283	6.237	Family with sequence similarity 183, member B transcript variant 1
*Clec4d*	NM_010819	6.155	C-type lectin domain family 4, member d, transcript variant 1
*Cntf*	NM_170786	6.133	Ciliary neurotrophic factor
*Ppbp*	NM_023785	6.065	Pro-platelet basic protein
*Gata2*	NM_008182	5.986	Glutathione S-transferase, alpha 2
**Downregulated genes:**			
**Gene Symbol**	**Acc#**	**Z score**	**Gene name**
*Cx3cr1*	NM_009987	−6.630	Chemokine (C-X3-C motif) receptor 1
*Nckap5*	NM_172484	−5.346	NCK-associated protein 5, transcript variant 2
*Aplnr*	NM_011784	−5.227	Apelin receptor
*Apln*	NM_013912	−5.118	Apelin
*Itga9*	NM_133721	−4.791	Integrin alpha 9, transcript variant 1
*Tfrc*	NM_011638	−4.554	Transferrin receptor, transcript variant 1
*Ppargc1b*	NM_133249	−4.504	Peroxisome proliferative activated receptor, gamma, coactivator 1 beta, transcript variant 1
*Akap7*	XM_006512789	−4.497	A kinase (PRKA) anchor protein 7
*Cops8*	NM_133805	−4.479	COP9 signalosome subunit 8
*Plekhh1*	NM_181073	−4.462	Pleckstrin homology domain containing, family H (with MyTH4 domain) member 1
*Galnt17*	NM_145218	−4.418	Polypeptide N-acetylgalactosaminyltransferase 17
*Large1*	NM_010687	−4.360	LARGE xylosyl- and glucuronyltransferase 1, transcript variant 2
*Klhdc8a*	NM_144810	−4.358	Kelch domain containing 8A
*Kcne1*	NM_008424	−4.307	Potassium voltage-gated channel, lsk-related subfamily, member 1
*Nrn1*	NM_001374754	−4.275	Neuritin 1, transcript variant 2
*Klra8*	NM_010650	−4.228	Killer cell lectin-like receptor, subfamily *A, member 8, transcript variant 2*
*Ccl21a*	NM_011124	−4.226	Chemokine (C-C motif) ligand 21A (serine)
*Dbp*	NM_016974	−4.233	D site albumin promoter binding protein
*Fhl2*	NM_010212	−4.201	Four and a half LIM domains 2, transcript variant 1
*Tuba4a*	NM_009447	−4.169	Tubulin, alpha 4A, transcript variant 1

**Table 2:** Functional annotation clustering analysis of genes expressed in *C57BL/6J* mouse cardiac tissue 3 h after the last dose of CY.

Annotation Cluster	Count	*p*
1 (Enrichment Score: 20.72)		
Extracellular region	210	2.8 × 10^−29^
Extracellular space	196	1.3 × 10^−20^
Signal	349	7.0 × 10^−12^
2 (Enrichment Score: 13.13)		
Signal	349	7.0 × 10^−12^
Disulphide bond	249	2.3 × 10^−11^
Glycoprotein	345	4.9 × 10^−11^
3 (Enrichment Score: 7.52)		
Cell junction	89	2.3 × 10^−9^
Synapse	55	4.0 × 10^−7^
4 (Enrichment Score: 6.14)		
Dilated cardiomyopathy	21	3.1 × 10^−7^
Hypertrophic cardiomyopathy	20	8.5 × 10^−7^
Arrhythmogenic right ventricular cardiomyopathy	18	1.4 × 10^−6^
5 (Enrichment Score: 4.00)		
Membrane	451	1.9 × 10^−12^
Plasma membrane	361	1.2 × 10^−6^
Cell membrane	237	4.8 × 10^−5^

**Table 3:** KEGG pathway functional classification of genes in *C57BL/6J* mouse cardiac tissue expressed 3 h after the administration of CY.

Term	Count	*p*
Dilated cardiomyopathy	21	3.1 × 10^−7^
Hypertrophic cardiomyopathy (HCM)	20	8.5 × 10^−7^
Arrhythmogenic right ventricular		
Cardiomyopathy (ARVC)	18	1.4 × 10^−6^
Viral protein interaction with cytokine		
and cytokine receptor	20	1.7 × 10^−6^
ECM-receptor interaction	19	2.2 × 10^−6^
Focal adhesion	29	1.3 × 10^−5^
Metabolism of xenobiotics by cytochrome P450	16	1.5 × 10^−5^
Hematopoietic cell lineage	18	2.4 × 10^−5^
Fluid shear stress and atherosclerosis	23	4.1 × 10^−5^
Platinum drug resistance	16	4.6 × 10^−5^

## Data Availability

The datasets and plugins used for data processing in this study are available from T.N. () on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/diseases12050085/s1. Figure S1: Protocol for measuring blood levels of cyclophosphamide (CY) and its metabolites in *C57BL/6J* mice and the effect of CY administration; Figure S2: Pharmacokinetics of high-dose cyclophosphamide (CY) in *C57BL/6J* mice.

## Abbreviations

Abbreviation	Full term or phrase
Actβ	actin beta
Akt	protein kinase B
AldoCY	aldocyclophosphamide
ALDH1	aldehyde dehydrogenase 1
AUC	area under the concentration-time curve
CEPM	o-carboxyethyl-phosphoramide mustard
CY	cyclophosphamide
CYP	cytochrome P-450
Ct	cycle time
DAVID	Database for Annotation, Visualization, and Integrated Discovery
EDTA	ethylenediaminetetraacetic acid
GO	gene ontology
GSK-3β	glycogen synthase kinase 3β
HE	haematoxylin-Eosin
HCL	hierarchical clustering
4-HCY	4-hydroxy-cyclophosphamide
HSCT	hematopoietic stem cell transplantation
i.p.	Intraperitoneally
KEGG	Kyoto Encyclopedia of Genes and Genomes
LC/MS/MS	liquid chromatography/tandem mass spectrometry
NAC	N-acetylcysteine
NS	normal saline
p38MAPK	P38 mitogen-activated protein kinase
PI3K	Phosphoinositide 3-kinase
PM	phosphoramide mustard
RT-PCR	reverse transcription PCR
TnC	troponin C

## References

[1] Santos G.W., Sensenbrenner L.L., Burke P.J., Mullins G.M., Blas W.B., Tutschka P.J., Slavin R.E. (1972). The use of cyclophosphamide for clinical marrow transplantation. Transplant. Proc..

[2] Emadi A., Jones R.J., Brodsky R.A. (2009). Cyclophosphamide and cancer: Golden anniversary. Nat. Rev. Clin. Oncol..

[3] Vivarelli M., Gibson K., Sinha A., Boyer O. (2023). Childhood nephrotic syndrome. Lancet.

[4] O’Donnell P.V., Luznik L., Jones R.J., Vogelsang G.B., Leffell M.S., Phelps M., Rhubart P., Cowan K., Piantados S., Fuchs E.J. (2002). Nonmyeloablative bone marrow transplantation from partially HLA-mismatched related donors using posttransplantation cyclophosphamide. Biol. Blood Marrow Transplant..

[5] Nishikawa T. (2024). Human leukocyte antigen-haploidentical haematopoietic stem cell transplantation using post-transplant cyclophosphamide for paediatric haematological malignancies. Cancers.

[6] Atalay F., Gulmez O., Ozsancak Ugurlu A. (2014). Cardiotoxicity following cyclophosphamide therapy: A case report. J. Med. Case Rep..

[7] Dhesi S., Chu M.P., Blevins G., Paterson I., Larratt L., Oudit G.Y., Kim D.H. (2013). Cyclophosphamide-induced cardiomyopathy: A case report, review, and recommendations for management. J. Investig. Med. High Impact Case Rep..

[8] Krüger-Genge A., Köhler S., Laube M., Haileka V., Lemm S., Majchrzak K., Kammerer S., Schulz C., Storsberg J., Pietzsch J. (2023). Anti-Cancer Prodrug Cyclophosphamide Exerts Thrombogenic Effects on Human Venous Endothelial Cells Independent of CYP450 Activation-Relevance to Thrombosis. Cells.

[9] Gottdiener J.S., Appelbaum F.R., Ferrans V.J., Deisseroth A., Ziegler J. (1981). Cardiotoxicity associated with high-dose cyclophosphamide therapy. Arch. Intern. Med..

[10] McDonald G.B., Slattery J.T., Bouvier M.E., Ren S., Batchelder A.L., Kalhorn T.F., Schoch H.G., Anasetti C., Gooley T. (2003). Cyclophosphamide metabolism, liver toxicity, and mortality following hematopoietic stem cell transplantation. Blood.

[11] Nishikawa T., Miyahara E., Kurauchi K., Watanabe E., Ikawa K., Asaba K., Tanabe T., Okamoto Y., Kawano Y. (2015). Mechanisms of fatal cardiotoxicity following high-dose cyclophosphamide therapy and a method for its prevention. PLoS ONE.

[12] Kurauchi K., Nishikawa T., Miyahara E., Okamoto Y., Kawano Y. (2017). Role of metabolites of cyclophosphamide in cardiotoxicity. BMC Res. Notes.

[13] Yoshida M., Tomitori H., Machi Y., Hagihara M., Higashi K., Goda H., Ohya T., Niitsu M., Kashiwagi K., Igarashi K. (2009). Acrolein toxicity: Comparison with reactive oxygen species. Biochem. Biophys. Res. Commun..

[14] Lau S., Rangarajan R., Philidet C., Krüger-Genge A., Braune S., Kammerer S., Küpper J.H., Lendlein A., Jung F. (2020). Effects of acrolein in comparison to its prodrug cyclophosphamide on human primary endothelial cells in vitro. Toxicol. In Vitro.

[15] Dionísio F., Araújo A.M., Duarte-Araújo M., Bastos M.L., Guedes de Pinho P., Carvalho F., Costa V.M. (2022). Cardiotoxicity of cyclophosphamide’s metabolites: An in vitro metabolomics approach in AC16 human cardiomyocytes. Arch. Toxicol..

[16] Podgurskaya A.D., Slotvitsky M.M., Tsvelaya V.A., Frolova S.R., Romanova S.G., Balashov V.A., Agladze K.I. (2021). Cyclophosphamide arrhythmogenicitytesting using human-induced pluripotent stem cell-derived cardiomyocytes. Sci. Rep..

[17] Liu W., Zhai X., Wang W., Zheng B., Zhang Z., Fan X., Chen Y., Wang J. (2018). Aldehyde dehydrogenase 2 activation ameliorates cyclophosphamide-induced acute cardiotoxicity via detoxification of toxic aldehydes and suppression of cardiac cell death. J. Mol. Cell. Cardiol..

[18] Muguruma K., Pradipta A.R., Ode Y., Terashima K., Michiba H., Fujii M., Tanaka K. (2020). Disease-associated acrolein: A possible diagnostic and therapeutic substrate for in vivo synthetic chemistry. Bioorg. Med. Chem..

[19] Kehrer J.P., Biswal S.S. (2000). The molecular effects of acrolein. Toxicol. Sci..

[20] Bolstad B.M., Irizarry R.A., Astrand M., Speed T.P. (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics.

[21] Gentleman R.C., Carey V.J., Bates D.M., Bolstad B., Dettling M., Dudoit S., Ellis B., Gautier L., Ge Y., Gentry J. (2004). Bioconductor: Open software development for computational biology and bioinformatics. Genome Biol..

[22] Quackenbush J. (2002). Microarray data normalization and transformation. Nat. Genet..

[23] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[24] Kanehisa M., Goto S. (2000). KEGG: Kyoto Encyclopedia of Genes And Genomes. Nucleic Acids Res..

[25] Saeed A.I., Sharov V., White J., Li J., Liang W., Bhagabati N., Braisted J., Klapa M., Currier T., Thiagarajan M. (2003). TM4: A free, open-source system for microarray data management and analysis. BioTechniques.

[26] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^−ΔΔCt^ method. Methods.

[27] Edgar R., Domrachev M., Lash A.E. (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[28] Iqubal A., Iqubal M.K., Sharma S., Ansari M.A., Najmi A.K., Ali S.M., Ali J., Haque S.E. (2019). Molecular mechanism involved in cyclophosphamide-induced cardiotoxicity: Old drug with a new vision. Life Sci..

[29] Song Y., Zhang C., Wang C., Zhao L., Wang Z., Dai Z., Lin S., Kang H., Ma X. (2016). Ferulic acid against cyclophosphamide-induced heart toxicity in mice by inhibiting NF-κB pathway. Evid. Based Complement. Altern. Med..

[30] Fatani A.G., Darweesh A.Q., Rizwan L., Aleisa A.M., Al-Shabanah O.A., Sayed-Ahmed M.M. (2010). Carnitine deficiency aggravates cyclophosphamide-induced cardiotoxicity in rats. Chemotherapy.

[31] Asiri Y.A. (2010). Probucol attenuates cyclophosphamide-induced oxidative apoptosis, p53 and Bax signal expression in rat cardiac tissues. Oxid. Med. Cell. Longev..

[32] Park E.S., Kang J.C., Jang Y.C., Park J.S., Jang S.Y., Kim D.E., Kim B., Shin H.S. (2014). Cardioprotective effects of rhamnetin in H9c2 cardiomyoblast cells under H_2_O_2_-induced apoptosis. J. Ethnopharmacol..

[33] El-Agamy D.S., Elkablawy M.A., Abo-Haded H.M. (2017). Modulation of cyclophosphamide-induced cardiotoxicity by methyl palmitate. Cancer Chemother. Pharmacol..

[34] Bers D.M. (2001). Excitation-Contraction Coupling and Cardiac Contractile Force.

[35] Avila G., de la Rosa J.A., Monsalvo-Villegas A., Montiel-Jaen M.G. (2019). Ca^2+^ channels mediate bidirectional signaling between sarcolemma and sarcoplasmic reticulum in muscle cells. Cells.

[36] Protasi F. (2002). Structural interaction between RYRs and DHPRs in calcium release units of cardiac and skeletal muscle cells. Front. Biosci..

[37] Ríos E., Figueroa L., Manno C., Kraeva N., Riazi S. (2015). The couplonopathies: A comparative approach to a class of diseases of skeletal and cardiac muscle. J. Gen. Physiol..

[38] Rossi A.E., Dirksen R.T. (2006). Sarcoplasmic reticulum: The dynamic calcium governor of muscle. Muscle Nerve.

[39] Tadini-Buoninsegni F., Smeazzetto S., Gualdani R., Moncelli M.R. (2018). Drug interactions with the Ca^2+^-ATPase from sarco (Endo) plasmic reticulum (SERCA). Front. Mol. Biosci..

[40] Endoh M. (2008). Cardiac Ca^2+^ signaling and Ca^2+^ sensitizers. Circ. J..

[41] Pascual-Figal D.A., Januzzi J.L. (2015). The Biology of ST2: The International ST2 Consensus Panel. Am. J. Cardiol..

[42] Riccardi M., Myhre P.L., Zelniker T.A., Metra M., Januzzi J.L., Inciardi R.M. (2023). Soluble ST2 in Heart Failure: A Clinical Role beyond B-Type Natriuretic Peptide. J. Cardiovasc. Dev. Dis..

[43] Aula H., Skyttä T., Tuohinen S., Luukkaala T., Hämäläinen M., Virtanen V., Raatikainen P., Moilanen E., Kellokumpu-Lehtinen P.L. (2020). ST2 levels increased and were associated with changes in left ventricular systolic function during a three-year follow-up after adjuvant radiotherapy for breast cancer. Breast.

# Supplementary material for: Effects of High-Dose Cyclophosphamide on Ultrastructural Changes and Gene Expression Profiles in the Cardiomyocytes of C57BL/6J Mice
**Source:** Diseases. 2024 Apr 27;12(5):85. doi: 10.3390/diseases12050085
**Supplement:** Supplementary file 1

# Supplementary information

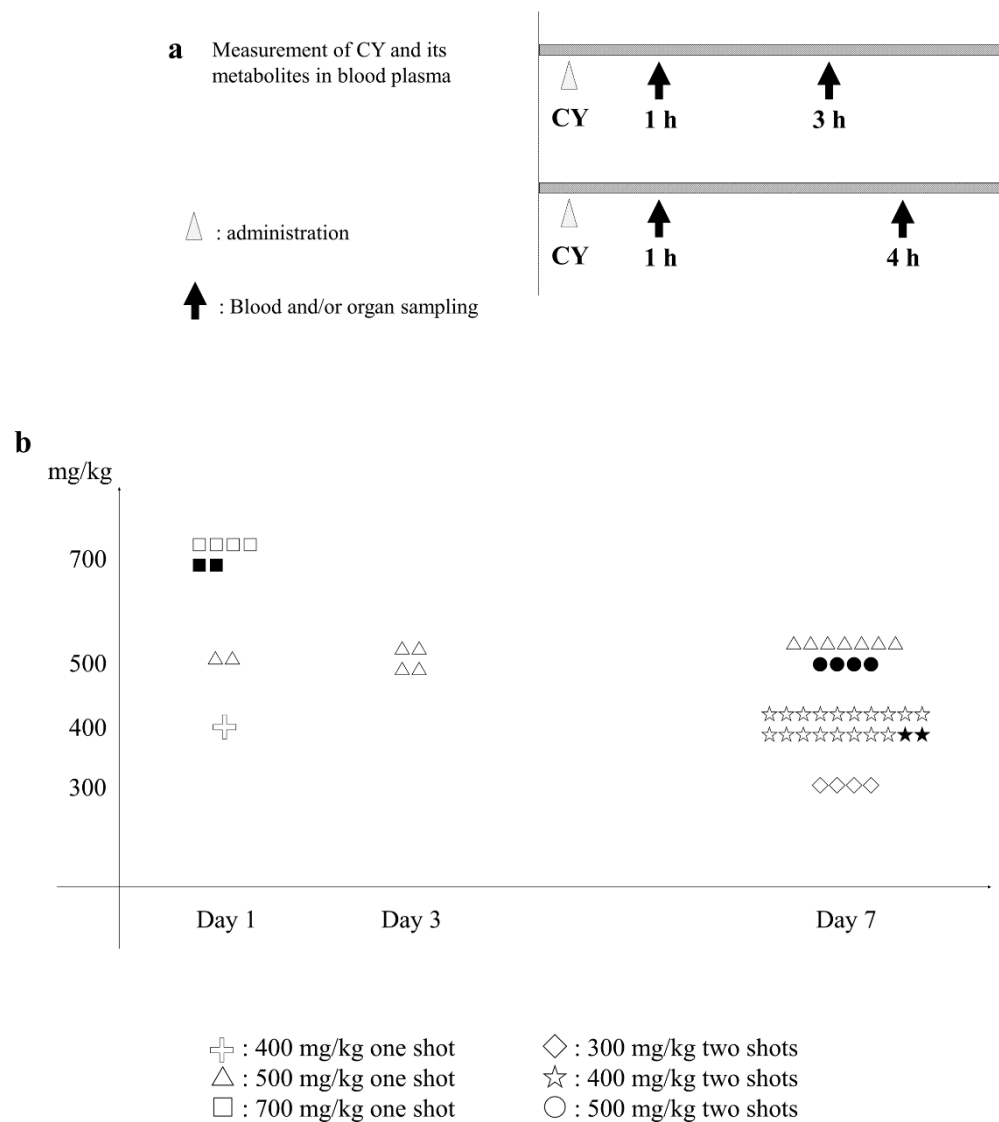

**Figure S1. Protocol for measuring blood levels of cyclophosphamide (CY) and its metabolites in *C57BL/6J* mice and the effect of CY administration.** (a) *C57BL/6J* mice (females aged 6 weeks) were intraperitoneally administered normal saline (control) or 400, 500, or 700 mg/kg CY once daily. One and three (4 h for the CY 400 mg/kg group) hours after normal saline or CY administration, blood samples were

collected from the vena caudalis. (b) Survival duration and surviving mouse count were recorded after CY administration. Black indicates dead mouse count until the last day of observation. White indicates surviving mice on the last day of observation.

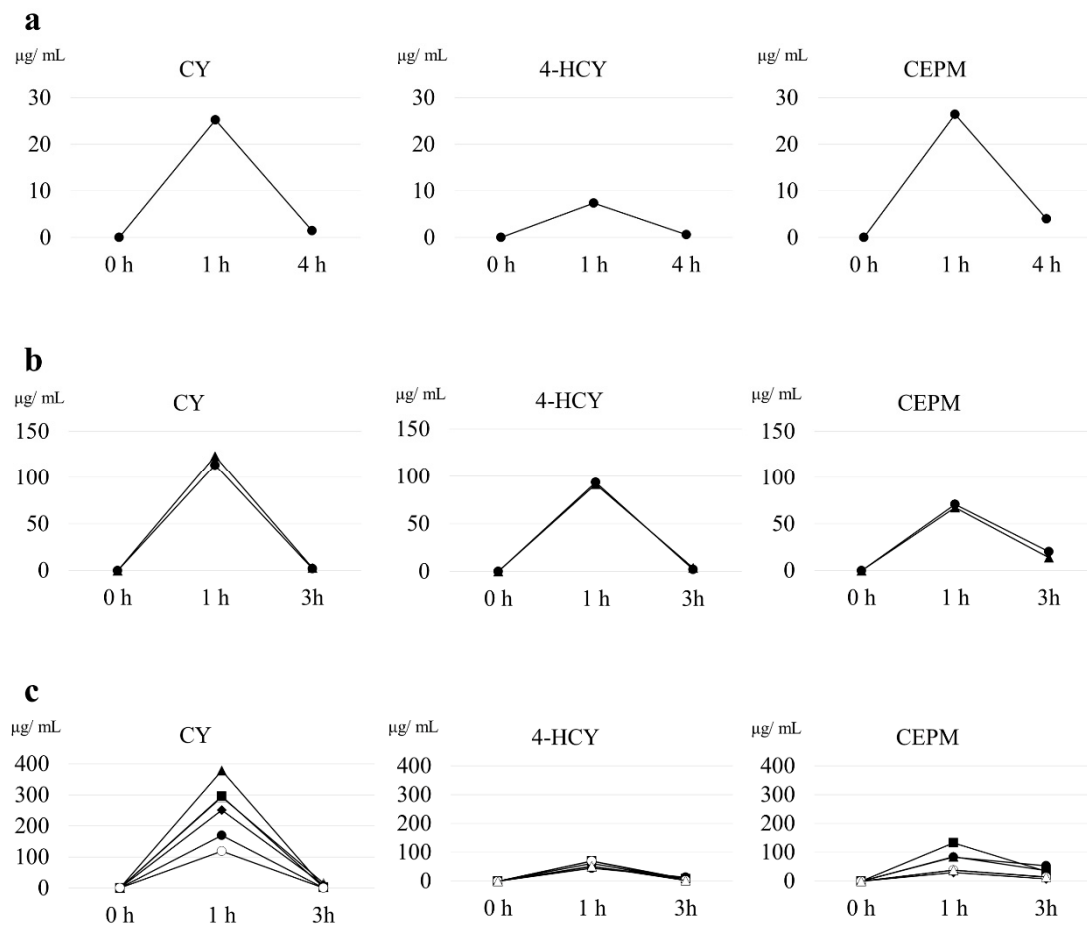

**Figure S2. Pharmacokinetics of high-dose cyclophosphamide (CY) in *C57BL/6J***

**mice.** (a) Time-dependent changes in blood levels of CY, 4-HCY, and CEPM after the administration of 400 mg/kg CY (n = 1). (b) Results of the group administered CY at a dose of 500 mg/kg (n = 2). (c) Results of the group administered CY at a dose of 700 mg/kg (n = 6).

How the deposited data were processed for this re-analysis (not part of the article)

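Hearts of mice given normal saline, CY, acrolein or NAC before CY were measured on 1 single-colour Agilent array each, 4 arrays in all on 1 slide. The series text speaks of 3 independent studies, and 1 array per condition was analysed. The authors scanned the arrays and extracted the spots with Agilent Feature Extraction, whose version is 10.7.1.1 in the file headers and 9.5.1.1 in the submitters' notes. The deposited intensity values are background-subtracted fluorescence signals of each spot, not yet normalized. The authors' deposited value table of the series holds linear signals of the same arrays. Its columns had a median of 13.9 for every array and correlations of at least 0.999 with the scanner signals. The equal medians show that the arrays were brought to a common level, but not by which method. The authors' methods name quantile normalization with preprocessCore, a P flag in at least 1 sample, an intensity-based Z-score and a ratio, and the same criteria were used here.

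Signals of 59305 non-control spots were log2-transformed and quantile-normalized over the 4 arrays, and spots of a probe were averaged, which gave 1 value per probe and array. No spot was saturated. A P flag was taken as a signal that is positive and significant, well above background, not saturated and free of outlier flags, and 30409 probes carried it on at least 1 array. Z-scores used a window of 200 probes. Probes were named by accession through the RefSeq gene table of mouse assembly GRCm38.p6 (32994 probes), by symbol (10224) or by synonym (520), and 12867 kept the name in the file. Probe positions are those of the array files, on mm9. A gene was counted as changed when at least 1 of its probes was called, and named genes and gene groups use the P-flagged probe with the highest mean signal. Where the text does not say otherwise, the value after a gene's name is the log2 ratio of that probe to NS.

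The comparisons were CY, acrolein and NAC + CY against NS, and NAC + CY against CY. Groups of genes were 60 lists set in advance and 2 lists of liver genes added after the data were seen. The pathway lists were written from general knowledge and can differ from those of KEGG. The genes named are those the paper names, the 10 highest and 10 lowest Z-scores of each comparison, up to 4 members of each list with the largest absolute log2 ratio in the comparison at hand and any member the paper names, and the control genes Actb and Gapdh. The genes in Table 1 had been seen with their values by then. The 3 treated arrays share 1 NS control, so the overlap of calls was set beside 20 simulations of unchanged arrays against the same control, with noise taken from the acrolein and NS arrays. The calling procedure was tested on simulated data in which 200 probes were changed by known folds, and all probes raised or lowered 4-fold in simulated CY data were called. The simulated CY data leave out the wider spread of CY, so this gives no rate for the CY array.

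Of all probes, 47.1% on the NS array, 49.6% on CY, 50.0% on acrolein and 49.9% on NAC + CY were well above background. Probes below that level give only bounds, and the number of arrays limits the precision of every value. A median of a cell type list that holds such probes was also computed with them at their bound. Alternatives covered the normalization, the background correction, the filter on dim probes, a floor, the window and the centring of the Z-score, the criteria, the value table and the choice of probe. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and limma 3.58.1 in R 4.3.3 for the normexp correction with an offset of 50.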

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

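The tests of a liver source in the NAC + CY sample, the lists behind them and the comparison of resident cell types after CY were chosen only after the result was seen. The results on liver, atrial, mesothelial, platelet and neutrophil genes are signals above the NS control in genes outside those the paper discusses, and the paragraph on contraction genes weighs a pattern that it does discuss.

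Genes of the liver stood out on the NAC + CY array. Of 63 hepatocyte genes 48 were well above background there and at most 18 on any other array, and their median log2 ratio to NS was 2.83 (1.80 with dim probes at their bound and 0.80 with normexp). An acute-phase response of the heart is not excluded as a possible cause, since the 6 detected of 8 genes that such a response lowers had a median log2 ratio to CY of 0.105 (lower quartile -0.36) and went both ways, from Ahsg at -0.77 to Alb at 8.20 or more. On the CY array, 15 of 30 genes were higher in the list that joins acute-phase, iron and metallothionein genes. The acute-phase genes of that list were not counted on their own. Against NS, Alb (7.84 or more), Ttr (4.32), Ahsg (1.80) and Trf (0.47) were higher, with F12 at 0.05 or more and Igf1 at -0.15. Liver RNA or liver tissue in the NAC + CY sample may be the source, since genes of many functions were higher, such as Alb (at least 229-fold), Bhmt (at least 62.1-fold) and Mup18 (at least 65.4-fold). With 1 array, an effect of NAC cannot be separated from a property of this sample.

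Genes of atrial muscle were higher on the CY array, with a median log2 ratio of 1.52 over 9 genes, against 0.60 on the NAC + CY array. A larger share of atrial muscle in the CY sample is consistent with the 1.52, whereas the ventricular genes had a median of -0.16, or -0.34 with scaling to the 75th percentile. Bmp10, an atrial growth factor, was at least 6.29-fold higher than in NS. A response of the atrial cells to CY remains possible, since no array measured an atrium on its own.

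Contraction and calcium genes were lower after CY. The test set in advance for a lower share of cardiomyocytes left the question open, since the most abundant cardiomyocyte genes had a median of -0.20 (-0.34 with scaling to the 75th percentile), between its bounds. The list of abundant genes shares members with the contraction and calcium genes, such as Pln. Lower transcription of those genes would therefore also lower its median. A lower share of cardiomyocytes would raise the genes of the other resident cell types together. Mural cell genes had a median of -0.51 (quartiles -0.68 and -0.13), but that range overlaps those of endothelial genes (-0.13, quartiles -0.63 and 0.50) and fibroblast genes (0.15, quartiles -0.21 and 0.51). Mural genes as a group fell, which a lower share of cardiomyocytes alone would not give. Mast and dendritic cell genes lay lower still (-0.98, quartiles -1.37 and -0.50), whereas macrophage genes (0.18) and mesothelial genes (1.61) lay higher. Mesothelial genes may have a source of their own and were left out of the comparison after the values were seen. A lower share of cardiomyocytes as part of the cause remains possible, since the ranges of the types compared overlap. Lower transcription of the contraction and calcium genes after CY remains a hypothesis.

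Mesothelial genes had a median log2 ratio of 1.61 after CY (quartiles 1.46 and 2.02). Platelet genes had one of 1.88 after CY, or 1.04 with dim probes at their bound and 0.50 with normexp. Neutrophil genes had medians of 1.51 after CY, 1.18 after acrolein and 2.51 after NAC + CY, or 0.84, 0.64 and 1.26 with dim probes at their bound, and 0.44, 0.40 and 0.84 with normexp.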

How the results depend on the processing

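The alternatives that leave out genes of the liver or of other tissues were chosen after the data were seen, and all others were set in advance. No paired analysis was possible because each condition has 1 array, and a block for the slide was not run because all 4 arrays lie on 1 slide. Of 2125 values of named genes under an alternative, 2042 stayed within the local SD, 82 moved further without a called gene changing sign, and 1 reversed, Actg1 after CY, from -0.91 by its brightest probe to 0.25 by the median over its probes. Of the values of counts under alternatives set in advance, 351 stayed within 1.5 times the count given and 33 did not, and of medians of groups 597 stayed within the SD of random groups. Medians moved beyond it most often with normexp (27), no filter (20) and a P flag on both arrays (19), such as that of T and NK cell genes after CY from -1.54 to -0.49 with normexp, and the cause was not tested. Of the correlations of log2 ratios 15 moved by at most 0.1 and 5 by more, that of CY and acrolein from 0.20 to 0.07 with normexp, 0.09 with a P flag on both arrays and 0.32 without a filter, and the cause was not tested. No alternative turned the direction of a group of genes outside the middle 95% of random groups. A Z-score of 3 lowered the counts by construction, to 295 higher and 172 lower genes after CY, 101 and 110 after acrolein, 263 and 178 after NAC + CY, and 141 and 288 for NAC + CY against CY. It left 11 dilated, 10 hypertrophic and 8 right ventricular cardiomyopathy genes after CY and 6, 5 and 3 after NAC + CY, with 11 complement, 5 retinol and 10 DNA adduct genes, and 0.524% of the probes lowered by CY were lowered by acrolein too. A ratio of 2, again by construction, gave 123 higher and 178 lower genes after acrolein and 222 and 379 for NAC + CY against CY. The CY calls shared with other arrays were then 47.1% (lower, NAC + CY), 2.65% (higher, acrolein) and 0.886% (lower, acrolein). With normexp background correction acrolein had 50 higher and 64 lower genes, and the shared calls were 56.4% (lower, NAC + CY), 2.15% (higher, acrolein) and 0.167% (lower, acrolein). The cause was not tested. Without a filter acrolein had 440 higher genes and 36.8% of the probes raised by CY were raised after NAC + CY, and with a window of 500 probes 55.6% of those lowered by CY were lowered after NAC + CY. The cause was not tested. A P flag on both arrays left 9 complement and 3 retinol genes, as fewer probes enter. Leaving out the hepatocyte genes left 11 complement genes, by construction. Scaling to the 75th percentile moved the sarcomere median after CY to -0.59, and the cause was not tested. On the NS array 47.1% of probes were well above background, and the others allow only bounds.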

Differences from the paper's values

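No test in this part was chosen after the result was seen. The arrays name 37074 genes in their annotation, and the paper gives 52141 genes examined, a count that no alternative changes. For fluid shear stress 15 genes of the list written from general knowledge were called, and the paper gives 23. With 16 genes, the difference is within 1.5 times under quantile normalisation over the 2 arrays only, a P flag in at least 1 of 4 arrays, no filter and a Z-score that is not centred, and it is larger under the other alternatives set before the data were examined.

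In Table 1 the paper gives Hmox1 a Z-score of 9.075, and the value here is 7.84. The normexp correction and windows of 500 and 1000 probes bring it within 1 Z-score unit, and the others do not. For Mt2 the paper gives 8.579, and the value here is 7.58. Quantile normalisation over the 2 arrays only, the 75th percentile, normexp, the authors' value table and windows of 500 and 1000 probes bring it within 1 unit, and the others do not. For Fam183b the paper gives 6.237 and the value here is 5.02, within 1 unit with windows of 500 and 1000 probes only, and it has no value with a P flag on both arrays. For Fam32a the paper gives 6.494 and the value here is 0.182, and no alternative brings it closer than 1 unit or calls the gene. The other 36 of the 40 values lie within 1 unit. The correlation over all 40 was 0.984. Table 1 joins strongly positive and strongly negative Z-scores, which alone makes it high, so it says little about single genes. The accession that Table 1 gives for Gata2 belongs to Gsta2, whose probe was used.

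Figure 5 colours 16 contraction genes as lower, and 11 of them were called lower by their brightest probe. Of the other 5, Myh6 had a log2 ratio of -0.12 with 1 of 2 probes called lower, Ctnna3 0.44 with 1 of 3 probes called lower, Itga1 -1.05, Itpr1 -0.41 and Myh7 0.50. The figure colours Itgb1 and Actn2 as higher, and their log2 ratios were -0.09 and -0.24. It colours Actg1 as unchanged, and 1 of its 3 probes was called lower (-0.91), which the authors' value table, windows of 500 and 1000 probes, a ratio of 2 and a Z-score of 3 do not call. The text gives troponin C as decreased, and Tnnc1 had a log2 ratio of -0.55 and was not called. No alternative calls the brightest probe of Myh6, Ctnna3, Itga1, Itpr1, Myh7, Itgb1, Actn2 or Tnnc1 in either direction.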

Other observations

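The test of liver genes was chosen after the result was seen, and the tests of mesothelial tissue, clock times and blood below were set in advance. Genes induced by glucocorticoids were higher after CY in 14 of 25 cases and lower in none, with Fkbp5 at 1.81 and Hif3a at 1.34. Interferon-induced genes were higher in 6 of 35 and lower in 2, with Ifit1 at 1.43 and Isg15 at 1.09. Of 32 genes of cardiac stress 12 rose and 2 fell, among them the matrix protein Ccn2 (2.45). The B-type natriuretic peptide Nppb had a log2 ratio of 0.05 after CY.

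In the NAC + CY array, Nppb fell by 1.78 and Angptl4 by 1.71, whereas Angptl4 rose by 0.84 after CY. Erythroid genes were lower in 8 of 12 cases, with Hbb-bt at -2.18 and Alas2 at -1.58, and fat cell genes were higher in 9 of 18, with Ucp1 at 3.31 and Cidec at 2.12. The antigen presentation genes H2-Aa (-3.04) and H2-Eb1 (-2.43) fell. Il1rl1, the gene of ST2, was at least 3.6-fold lower after NAC + CY, and had a log2 ratio of -0.71 after CY and 0.00 after acrolein, not called. The club cell gene Scgb1a1 was at least 26.3-fold lower after NAC + CY.

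Dmkn, Anxa8 and Sfrp5 rose after CY, and more mesothelial or epicardial tissue in the CY sample may be the source. A list of 15 other mesothelial genes had a median log2 ratio of 1.61, which is consistent with that source and could have been near 0. After acrolein 11 of 14 of these genes fell.

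Dbp fell after CY, and a different clock time of tissue collection might explain it. Genes that peak by day had a median of -0.35 and the day median minus the night median was -1.30, but the day median did not reach the -0.5 predicted, so the question stays open. After acrolein the day genes had a median of -0.39.

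Platelet genes rose after CY, and more blood of every kind in the sample could be a source. Erythroid genes had a median of -0.20, whereas a wider list of platelet genes had one of 2.22. On the NAC + CY array, also from a heart given CY, erythroid genes had a median of -1.26 against NS. Compared directly with CY, erythroid genes (-1.19) and the wider list of platelet genes (-1.88) were both lower there. The erythroid level after CY without more blood is therefore not known, so the test leaves the question open.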
